A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

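DNA of 7 mice (1 sire, 1 dam, 5 F1 mice) was hybridized against DNA of a male reference mouse on a custom Agilent array of the study's second screening, with probes tiled around positions found in a first screening. The first-screening arrays and the quantitative PCR were not analysed here. Groups and dyes were taken from the deposited labels.

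Per the file headers, the authors extracted the spot signals with Feature Extraction 10.7.1.1, and positions are on genome build mm9. The processed intensity of each channel, as deposited, was background-subtracted and dye-normalized by 1 linear factor per channel. The median signal and background intensity are given as deposited, without correction. The log10 ratio of red over green in the deposited scanner files is made from the processed signals. The log2 ratios in the authors' deposited series table equalled this log10 ratio in size on the log2 scale, with a largest difference of 5.58e-07, and had the opposite sign on the arrays with mouse DNA in Cy5, so that they were reference over mouse on all 14 arrays. The outlier and background marks, which are another kind of value, are 0 or 1 per spot as deposited by the authors.

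From these files the log2 ratio of the processed signals was computed and turned to mouse over reference. Control spots and spots marked as outliers (112 to 249 per array) were left out. Spots of the same probe were averaged (1029 probes had several). Each array was centred on its autosomal median, which before centring lay between -0.017 and 0.011. No loess or quantile normalization was applied, because many probes of this selected array may shift in one direction. The depth of an array is given as its ratio of signal to background and its spread between neighbouring probes.

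Following the study's second screening, a probe was positive when its log2 ratio was beyond 0.5 in the same direction in both arrays of a mouse. Positive probes within 3 probes and 5 kb of each other were chained, and a region needed at least 2. The condition that a probe was already positive in the first screening was not applied, so the counts are not those of the full procedure. A region was de novo when its probes were positive in neither parent in that direction. Regions were also counted after turning the sign of one array of each pair, which makes dye bias add up and gives no rate of false calls. Regions of probes positive in exactly 1 parent were counted as carried by an F1 mouse when at least 50% of their probes were positive there. Regions named in the text are those with at least 10 positive probes among de novo regions, the de novo loss and gain with the most positive probes in each F1 mouse, and the 3 regions of exactly 1 parent with the most positive probes. The joined chromosome 4 stretches were chosen after their values were seen. Each region was set beside the mean and SD of the other 6 mice, and its mean over all tiled probes beside 10000 random runs of as many probes in the same mouse.

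Private regions were compared between F1 mice and parents by an exact permutation test over 21 splits, with the two-sided p as 2 times the smaller tail (scipy 1.17.1). F1 mice were compared with the parents by limma 3.58.1 (lmFit and eBayes, R 4.3.3) on the mean of both arrays per mouse, with Benjamini-Hochberg adjustment. The arrays lay on 4 slides and in 2 scan sessions. The parents shared a slide with no F1 mouse, so slide was tried as a random block. The first scan session held both parents, 0GyJ1 and 0GyJ2, and scan session was tried as a block.

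Both procedures were tested on simulated data. Of 200 runs of 3 probes lowered by a log2 ratio of 1 in the arrays of 0GyJ1, 98.0% were recovered, and of 200 runs of 3 probes raised as by 1 additional copy, 39.0% were. For runs of 10 probes these shares were 100% and 85.5%. Every probe of a run was shifted by the full amount, and 96.8% of probes in the lowered runs of 3 passed the threshold. In the chromosome 4 stretch of losses in 0GyJ3, 37.2% of 172 probes did. The shares for losses may therefore be too high for losses like that stretch. In the simulated comparison of F1 mice with parents over 169793 probes, 72.5% of 200 probes changed by 0.5 and 94.5% of those changed by 1 were recovered, with 7 and 11 false calls.

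The alternatives were no centring, normexp (offset 50), the authors' series table, thresholds of 0.8 and 0.4, at least 3 probes, adjacent probes only, no distance limit, the mean of both arrays, either array alone, a required difference from each parent, either parent left out, each mouse left out, outlier spots kept, a filter on dim probes, slide as a block, and limma with trend and robust. These, the comparisons and their tests were chosen before the data were examined; the tests of explanations in the closing section were chosen later, as stated there. Normexp was planned on mean signals and was run on median signals. Removal of the trend of log2 ratio on probe brightness (200 bins), chaining without a probe limit, the scan session block, the first scan session alone and a two-sided p by absolute difference were added after seeing the data. A correction for GC content was not run, and gene annotation was not used here, because positions are on mm9 and were not converted to another build. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.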

Results

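Genomic DNA of 7 mice of one family was measured by array comparative genomic hybridization (array CGH), a method in which the DNA of a mouse and the DNA of a common reference are labelled with different dyes and hybridized to the same array. The family consisted of a sire (0GyJM), a dam (0GyJF) and 5 F1 mice (0GyJ1 to 0GyJ5). It belongs to the non-irradiated group, with a dose of 0 Gy. The reference was DNA of a male mouse. Each mouse was measured on 2 arrays with the dyes exchanged, giving 14 arrays. The pair of arrays is a technical repeat, so each mouse counts as 1 sample, and there is 1 sire and 1 dam. The arrays carried 170210 autosomal probes, 48 X probes and 3 Y probes, and the median distance between neighbouring autosomal probes in the same tile was 81 bp.

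The median ratio of signal to background per array lay between 12.5 and 17.4 for green and between 12.7 and 18.4 for red. The spread of log2 ratios between neighbouring probes (derivative log ratio spread) lay between 0.14 and 0.19 over the 14 arrays. Between 99.1% and 99.8% of the spots of an array were well above background in both channels. The number of arrays limits the precision of every value here. After both arrays of a mouse were turned to mouse over reference, their log2 ratios correlated across autosomal probes with r = -0.42 in the sire, 0.046 in the dam, -0.38 in 0GyJ1, -0.20 in 0GyJ2, -0.35 in 0GyJ3, -0.16 in 0GyJ4 and -0.37 in 0GyJ5. A negative r means that probes high in one dye orientation tended to be low in the other. Probes are not independent replicates.

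Sex-linked probes were examined to check the direction of the ratio against the parents, whose sex is known. The mean log2 ratio of X probes was 0.015 in the sire and 0.85 in the dam, and that of Y probes was -0.029 in the sire and -2.06 in the dam. In 0GyJ1, X probes averaged 0.045 and Y probes 0.013. X probes averaged 0.79 in 0GyJ2, 0.85 in 0GyJ3, 0.84 in 0GyJ4 and 0.69 in 0GyJ5. Y probes averaged -1.59, -2.04, -2.10 and -1.62 in the same order. The Y values rest on 3 probes, which differed widely, with an SD over probes of 1.70 in the dam. Background correction by normexp, the alternative run on these probes, gave -0.91 for Y probes in the dam.

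**Figure D1:**
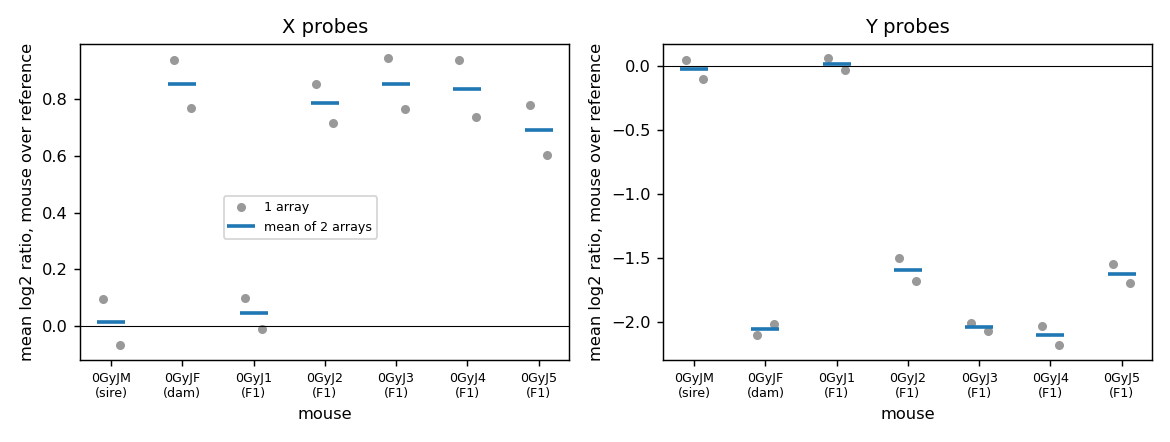
Mean log2 ratio (mouse over reference, y axis) of the 48 X probes (left) and the 3 Y probes (right) in each mouse (x axis); grey points are single arrays and blue bars the mean of both arrays. The sire and 0GyJ1 lie near 0 in both panels, while the dam and 0GyJ2 to 0GyJ5 lie between 0.69 and 0.85 for X and between -2.10 and -1.59 for Y.

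A probe was called positive when its log2 ratio was beyond 0.5 in the same direction in both arrays of a mouse. The sire had 173 positive probes with a gain and 19 with a loss, and the dam had 1126 and 222. Gains and losses numbered 195 and 14 in 0GyJ1, 736 and 215 in 0GyJ2, 843 and 288 in 0GyJ3, 1194 and 210 in 0GyJ4, and 122 and 236 in 0GyJ5. Turning the sign of one array of each pair, which cancels differences between the DNAs and makes dye bias add up where it opposes in the called probes, gave 642 losses and 29 gains in the sire and between 282 and 621 losses and 14 to 110 gains in the other mice. The use of single arrays moved the counts most, to 6301 positive probes in 0GyJ1 with mouse DNA in Cy5, against 209 from both arrays.

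Family analysis asked which changes an F1 mouse carried that neither parent did. A de novo region needed at least 2 neighbouring probes positive in the F1 mouse and in neither parent in that direction. De novo losses numbered 12 in 0GyJ3 and 0 in each of the other 4 F1 mice. After the sign of one array was turned, losses numbered 0 in 0GyJ1, 2 in 0GyJ2, 6 in 0GyJ3, 1 in 0GyJ4 and 2 in 0GyJ5. As dye bias adds up in these counts, they are not the rate of false calls. De novo gains numbered 3 in 0GyJ1, 3 in 0GyJ2, 21 in 0GyJ3, 64 in 0GyJ4 and 2 in 0GyJ5, and 0, 0, 1, 2 and 2 after the sign was turned. The counts have no replicates. Single arrays gave the highest counts of any alternative, with 122 de novo losses in 0GyJ5 with mouse DNA in Cy5 and 206 de novo gains in 0GyJ4 with mouse DNA in Cy3. When a gain also had to differ from each parent by more than 0.5, 5 gains were left in 0GyJ4, 1 in 0GyJ5 and 0 in the other 3 F1 mice. Without the dam as a filter, 0GyJ2 had 103 de novo gains.

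**Figure D2:**
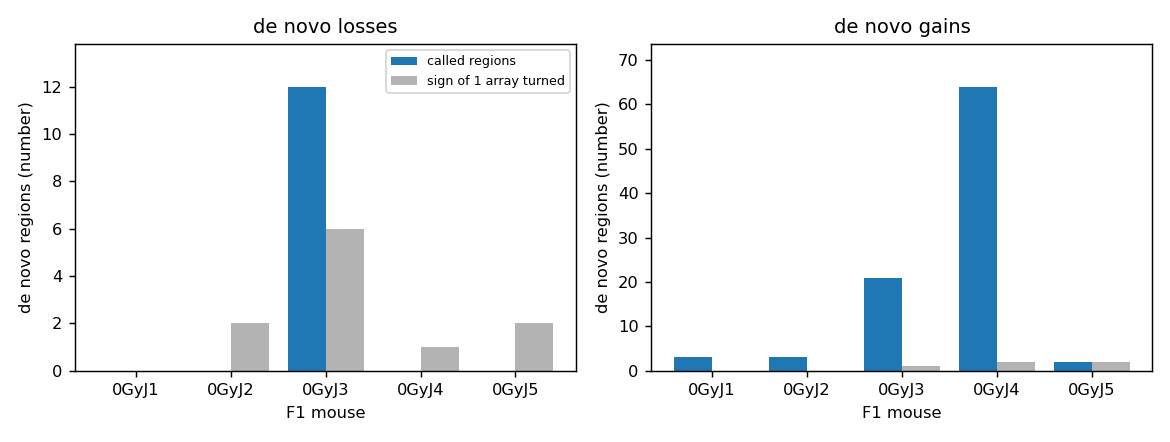
Number of de novo losses (left) and de novo gains (right) on the y axis in each F1 mouse (x axis); blue bars are called regions and grey bars the count after the sign of one array was turned. 0GyJ3 had 12 losses and 0GyJ4 had 64 gains, with 6 and 2 after the turn, a count in which dye bias adds up.

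All 12 de novo losses of 0GyJ3 lay on chromosome 4 between 128090742 and 128108088 (mm9), a stretch of 17347 bp. The stretch was singled out after its values were seen. It held 172 probes, of which 64 were positive for loss in 0GyJ3, 0 in the sire and 0 in the dam. The mean log2 ratio over all 172 probes was -0.50 in 0GyJ3, and -0.030 ± 0.056 (SD, n = 6) in the other mice. The dam was the lowest of these at -0.14. Of the 12 losses, 2 had at least 10 positive probes. The first spanned 128099322 to 128101327 with 13 positive probes and a mean log2 ratio of -0.90, against -0.026 ± 0.072 (SD, n = 6) in the other mice. The second spanned 128102605 to 128103670 with 11 positive probes and a mean of -0.80, against -0.087 ± 0.089 (SD, n = 6). Among 10000 random runs of as many neighbouring probes in 0GyJ3, 0.15% and 0.11% were lower than these regions over all their tiled probes, as a description of this mouse. With probes chained within 5 kb and no limit on the probes between, 2 de novo losses were counted in 0GyJ3 in place of 12. Genes at these positions were not analysed here.

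**Figure D3:**
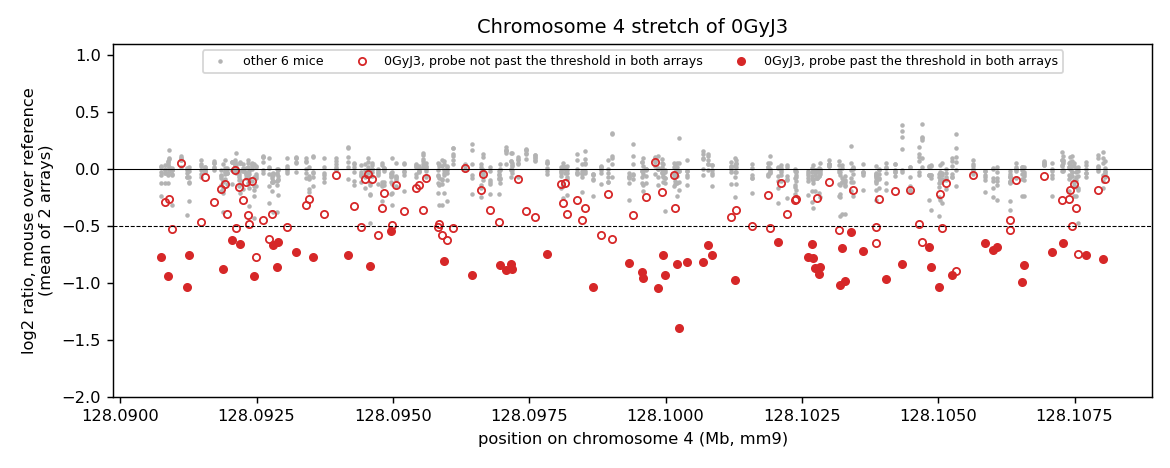
Log2 ratio of each probe (y axis, mean of both arrays, mouse over reference) by position on chromosome 4 (x axis, Mb, mm9); red circles are 0GyJ3, filled where the probe was past 0.5 in both arrays, grey points are the other 6 mice, and the dashed line marks -0.5. Of 172 probes from the first to the last call, 64 were positive in 0GyJ3, whose mean was -0.50 against -0.030 in the other mice.

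The de novo gains were short, with 2 to 4 positive probes and a median length of 158.5 bp in 0GyJ4. The gain with the most positive probes in 0GyJ4 lay on chromosome 14 from 13264938 to 13265388, with 4 positive probes and a mean log2 ratio of 0.72, against -0.052 ± 0.21 (SD, n = 6) in the other mice, where the dam reached 0.35. The study lists deletions and no duplications as candidates in this mouse, which is the opposite direction. In 0GyJ3 the leading gain lay on chromosome 4 from 101142390 to 101142731, with a mean of 0.82, against 0.55 ± 0.21 (SD, n = 6). This did not stand apart, since 0GyJ4 also averaged 0.82. The leading gain of 0GyJ2 lay on chromosome 4 from 101263553 to 101263826 with a mean of 0.83, against 0.62 ± 0.18 (SD, n = 6). That of 0GyJ5 lay on chromosome 3 from 37049072 to 37049135 with a mean of 0.82, below the 1.09 of 0GyJ4. That of 0GyJ1 lay on chromosome 4 from 28146002 to 28146092 with a mean of 0.74, against 0.27 ± 0.063 (SD, n = 6), and fell to 0.28 under normexp. All 21 gains of 0GyJ3, 25 of the 64 of 0GyJ4 and 2 of the 3 of 0GyJ2 lay within 101109394 to 101270967 on chromosome 4, where the dam averaged 0.67.

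Private regions, called in 1 mouse and in none of the other 6, were counted by the same rule in parents and F1 mice. The rule does not compare like with like, since the other mice of a parent include its offspring. A change that a parent passed on and that was called in an F1 mouse is not private, which can lower the parents' counts. The permutation test below treats the mice as exchangeable and does not allow for this. Private regions numbered 0 in the sire, 7 in the dam, 14 in 0GyJ3, 41 in 0GyJ4 and 0 in 0GyJ1, 0GyJ2 and 0GyJ5. The mean was 11 ± 17.8 (SD, n = 5) in F1 mice and 3.5 ± 4.9 (SD, n = 2) in the parents. The difference of 7.5 was smaller than the spread between F1 mice (exact permutation test over 21 splits, two-sided p = 0.952 as 2 times the smaller tail, for which the smallest p is 0.0952). The share of splits with an absolute difference as large, counted after seeing the data, was 0.762, for which the smallest p in this exact test is 0.0476. Without F1 replicate 4 (0GyJ4) the difference was 3.5. It was -142.2 with mouse DNA in Cy3 only, 25.4 with mouse DNA in Cy5 only, and -19 over the 4 mice of the first scan session.

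Whether any probe differed between the generations was tested with limma on the log2 ratios per mouse. Of 169793 autosomal probes, 0 passed a Benjamini-Hochberg adjusted p of 0.05, and the smallest adjusted p was 0.435. At an unadjusted p under 0.05 there were 19124 probes, which fell to 7009 with the scan session as a block. The count past the adjusted threshold was 0 under every alternative that was run.

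Regions made of probes positive in exactly 1 parent numbered 2 losses and 0 gains in the sire, and 7 losses and 101 gains in the dam. The 101 gains are pieces left once probes also positive in the sire were taken out, while the dam had 81 gain regions before that. Of the 101, 85 lay in the chromosome 4 stretch from 101109394 to 101270967, where the sire had 153 positive probes and averaged 0.38. Single arrays gave the highest counts, with 722 gains in the dam with mouse DNA in Cy3. The region with the most positive probes was a loss in the dam on chromosome 3 from 25416456 to 25456288, with 139 positive probes and a mean log2 ratio of -1.86. The mean over the same probes was -0.0046 in the sire, 0.0096 in 0GyJ1, -1.72 in 0GyJ2, -1.86 in 0GyJ3, -1.88 in 0GyJ4 and -1.74 in 0GyJ5. The next regions were gains in the dam on chromosome 4, from 101174740 to 101180476 with 32 positive probes and a mean of 0.84, and from 101242087 to 101245018 with 24 positive probes and a mean of 0.81. At least 50% of their probes were also positive in 0GyJ2, 0GyJ3 and 0GyJ4. The sire averaged 0.42 and 0.47 over these probes, just under the threshold.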

Values the study reported

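For the F1 mouse it names 0mGyJ3, the study listed a deletion of 17,346 bp on chromosome 4 that was found by array CGH and by quantitative PCR. For the F1 mouse it names 0mGyJ4, the study counted 19 candidate de novo deletions by array CGH, of which 7 were examined by quantitative PCR and 4 were also found by it.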

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

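Of the tests in this part, the one of dim probes for 0GyJ3 was fixed before its result was seen, and the others were chosen only after the result was seen. Over the 5 F1 mice, 10 measures were examined for a mouse far from the others, and 6 stood out. The rule flags about 1 in 20 by chance when values are normally distributed. A count that is 0 in all mice but 1 is flagged whatever its size, so that rate does not hold for such counts. The measures are also related, so the 6 are not independent.

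0GyJ3 had 12 de novo losses and 12 private losses, while the other F1 mice had 0 of each. Noise that happened to pass the threshold would leave the remaining probes of the stretch at the level of the other mice. The 108 probes of the stretch that were not called averaged -0.32 in 0GyJ3, against -0.020 ± 0.048 (SD, n = 6) in the other mice, which argues against it. Of the 64 called probes, 51 lay outside the dimmest 25% of probes, which argues against an origin in dim probes. The 12 regions are pieces of a single stretch, and 12 is no count of independent events. The GC content of the probes and a mislabelled sample were not tested, and from these arrays alone a loss carried by this mouse only stays a hypothesis. The study lists a deletion of this mouse on the same chromosome and of nearly the same length, which was also found by quantitative PCR. It may be the same loss, but its position is on another genome build and was not converted. Quantitative PCR was not analysed here.

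0GyJ4 had 41 private gains, against 2 in 0GyJ3 and 0 in the other F1 mice. These gains hold 88 probes on 17 chromosomes, with a median reference signal of 7.63 (log2), against 9.70 over all autosomal probes. Without the dimmest 25% of probes 1 of the 41 was left, so dim probes remain a candidate explanation. The count of private gains was 12 under normexp and 32 with probes well above background in all arrays only, a filter that nearly all probes pass (98.8%). With a threshold of 0.8 the order of the mice turned, with 2 private gains in 0GyJ4 and 7 in 0GyJ3. With a threshold of 0.4 there were 105 in 0GyJ4 and 1 in 0GyJ3, and with at least 3 probes 5 and 0. Over the 88 probes of the 41 gains the dam averaged 0.28, against 0.69 in 0GyJ4 and -0.12 in the sire. In 5 of the gains at least 2 neighbouring probes differed from each parent by more than 0.5 (mean of both arrays), and in 9 of the 41 the region mean did. The dam's mean lay within 0.1 of the threshold in 6 of the 41. A dam just under the threshold is therefore left undecided as an explanation of the whole set, and it does not account for those 9. After the trend on probe brightness was removed 28 were left, which does not decide whether that trend contributes. Random noise of equal size in each direction would give losses too, and 0GyJ4 had 0 private losses. At dim probes the noise was not centred on 0: the dimmest 5% of probes in 0GyJ4 had a median of 0.11 (SD over probes 0.22). The lack of losses therefore does not exclude noise at dim probes in 0GyJ4. Dyes labelled the wrong way round would put X probes below 0, but the lower of its arrays gave 0.74. 0GyJ3, on the same slide, averaged -0.072, but gains called there were left out by the selection, so a slide effect cannot be told apart from these values. The study found some of its candidates in this mouse, called as deletions, by quantitative PCR as well. Those have counterparts among these gains in chromosome, number of positive probes and length, although positions were not converted to the same genome build. The dimness of the probes is therefore no ground for setting all of these calls aside. A biological origin of these gains was not separated from the open technical ones, and their direction against the study is unresolved.

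0GyJ1 stood apart in X probes (0.045), in Y probes (0.013) and in its low number of loss probes (14, against 210 to 288 in the other F1 mice). Its X and Y values lie by those of the sire, and the open biological explanation is a difference in sex between F1 mice, for which the labels used here give no sex. The study lists 0GyJ3 and 0GyJ4 as female and determined sex with such probes. The low number of loss probes may have the same origin, since 7 of the 7 loss regions of the dam were lower in each of 0GyJ2 to 0GyJ5 than in 0GyJ1 or the sire (copies on the Y chromosome as a hypothesis). A mislabelled sample was not tested.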

How the results depend on the processing

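The alternatives of brightness trend, chaining without a probe limit, scan session block, first scan session and p by absolute difference were chosen after seeing the data, and the cause of the changes below was not tested unless stated. No paired analysis was possible because replicate numbers define no pairs and all F1 mice share the same sire and dam. The correction for GC content was not run.

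The count of probes past the adjusted threshold in limma was 0 in the main setting and under all 16 alternatives, with 6299 to 29516 probes at an unadjusted p under 0.05 when each mouse was left out. When a parent was left out, the lone parent was assumed to vary like the F1 mice. No centring, the series table and outlier spots kept moved no count of de novo regions, positive probes or regions of exactly 1 parent by over 1.5 times. No distance limit moved no count of de novo regions or regions of exactly 1 parent by over 1.5 times. Positive probes were not recounted for that alternative. Without centring, private gains in 0GyJ1 went from 0 to 1.

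With a threshold of 0.8, positive probes were 13 in the sire, 503 in the dam and 12, 376, 469, 483 and 177 in 0GyJ1 to 0GyJ5. De novo losses were 1 in 0GyJ2, 2 in 0GyJ3, 2 in 0GyJ4 and 1 in 0GyJ5, and de novo gains 0 in 0GyJ1, 13 in 0GyJ4 and 0 in 0GyJ5. Regions of exactly 1 parent were 1 loss in the sire and 4 losses in the dam, and the private difference was -3. With a threshold of 0.4, positive probes were 461 in the sire, 2202 in the dam, 486 in 0GyJ1 and 672 in 0GyJ5, de novo losses 2 in 0GyJ4 and 1 in 0GyJ5, de novo gains 130 in 0GyJ4, and losses of exactly 1 parent 4 in the sire and 12 in the dam.

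With at least 3 probes, de novo losses were 7 in 0GyJ3, de novo gains 0, 0, 5, 8 and 0 in 0GyJ1 to 0GyJ5, and losses of the dam 4. With adjacent probes only, de novo gains were 1 in 0GyJ1 and 42 in 0GyJ4, and regions of exactly 1 parent 4 losses in the sire, 14 losses in the dam and 169 gains in the dam. With no probe limit, de novo gains were 5 in 0GyJ1, 10 in 0GyJ2 and 7 in 0GyJ3, de novo losses 2 in 0GyJ3, 1 in 0GyJ4 and 1 in 0GyJ5, and regions of exactly 1 parent 1 loss in the sire and 21 gains in the dam, since pieces are joined.

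With the mean of both arrays, positive probes were 525 in the sire, 2311 in the dam, 619 in 0GyJ1 and 749 in 0GyJ5, de novo gains 5 in 0GyJ2, 13 in 0GyJ3, 135 in 0GyJ4 and 6 in 0GyJ5, de novo losses 1 in 0GyJ4 and 2 in 0GyJ5, and losses of the sire 6. With mouse DNA in Cy3 only, positive probes were 3701 in the sire, 8706 in the dam and 2752, 3238, 3973, 4382 and 2077 in 0GyJ1 to 0GyJ5. De novo gains were 23, 22, 44, 206 and 20 in 0GyJ1 to 0GyJ5, de novo losses 1 in 0GyJ2, 3 in 0GyJ4 and 4 in 0GyJ5, regions of exactly 1 parent 8 losses and 80 gains in the sire and 68 losses and 722 gains in the dam, and the private difference -142.2. With mouse DNA in Cy5 only, positive probes were 3569 in the sire, 6028 in the dam and 6301, 3416, 3744, 4385 and 4354 in 0GyJ1 to 0GyJ5. De novo losses were 75, 24, 62, 38 and 122, de novo gains 66 in 0GyJ1, 8 in 0GyJ2, 106 in 0GyJ4 and 15 in 0GyJ5, and regions of exactly 1 parent 102 losses and 1 gain in the sire and 160 losses and 171 gains in the dam.

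With normexp, de novo gains were 0 in 0GyJ1, 1 in 0GyJ2, 32 in 0GyJ4 and 1 in 0GyJ5, and positive probes 117 in the sire and 63 in 0GyJ1. X probes averaged 0.72 in the dam, 0.66 in 0GyJ2 and 0.72 in 0GyJ3, and Y probes -0.91 in the dam and -0.97, -0.84, -0.90 and -0.94 in 0GyJ2 to 0GyJ5. With probes well above background only, de novo gains were 0 in 0GyJ1 and 1 in 0GyJ5. With the brightness trend removed, de novo gains were 1 in 0GyJ1 and de novo losses 1 in 0GyJ5. With a difference of more than 0.5 from each parent, de novo gains were 0, 0, 0, 5 and 1 in 0GyJ1 to 0GyJ5, while de novo losses of 0GyJ3 were 8.

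With 1 parent left out as a filter, de novo losses ranged from 0 to 2 in 0GyJ1, 0 to 6 in 0GyJ2, 14 to 19 in 0GyJ3, 0 to 7 in 0GyJ4 and 2 to 6 in 0GyJ5, and de novo gains from 3 to 10, 3 to 103, 21 to 76, 64 to 118 and 2 to 5 in 0GyJ1 to 0GyJ5. The higher gains came without the dam, since her regions then count as de novo. The private difference, 7.5 in the main setting, ranged from 3.5 to 12.2 when each mouse was left out, and was -19 over the first scan session. It was 25.4 with mouse DNA in Cy5 only, 1.9 with at least 3 probes, 3.3 with normexp and 3.4 with no probe limit. With p as 2 times the smaller tail none of these differences could pass 0.05 in a design this small, so that p says nothing about stability. By absolute difference the p for all 7 mice was 0.762 in the exact permutation test. Among the named regions, the gain of 0GyJ1 moved under normexp and trend removal and 1 loss of 0GyJ3 under normexp. The gain of 0GyJ5 fell from 0.82 to 0.44 under normexp, which is within the SD of the other 6 mice there (0.40) but below the threshold. None of the named regions changed sign under the alternatives run. The median ratio of signal to background was 12.5 to 18.4 per array and channel, and what it limits was not compared.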

Other observations

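Of the tests in this part, the one of signal added at dim Y probes was fixed before its result was seen, and the others were chosen only after the result was seen.

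The dam had 7 loss regions that the sire lacked, on 4 chromosomes. At each of the 7, the dam and 0GyJ2 to 0GyJ5 were lower than the sire and 0GyJ1. Deletions on autosomes inherited from the dam would be passed on independently between chromosomes, and 7 of 7 regions with the same mice argue against that. Copies on the Y chromosome of the male reference, absent in mice with low Y probes, are a candidate explanation. By the order of their means all 7 regions have the pattern this explanation needs, which was noticed in the same data. The largest is the chromosome 3 loss from 25416456 to 25456288. Probe sequences were not analysed here, so matches to the Y chromosome remain untested.

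Y probes fell less in 0GyJ2 (-1.59) and 0GyJ5 (-1.62) than in the dam, 0GyJ3 and 0GyJ4. DNA of a male mouse mixed in could give this. The chromosome 3 loss gave a share of 5.92% in 0GyJ2, with an SD over probes of 7.74, while single Y probes gave between -43.1% and 20.2%, so the explanation cannot be told apart from others with 3 probes. Signal added at dim probes was tested at the brighter Y probes, where the gap was 0.27. Only 2 probes entered this test, and 1 of them is dim. At the other, the brightest Y probe, 0GyJ2 was at -0.48 and 0GyJ5 at -0.36. The dam was at -0.41, 0GyJ3 at -0.27 and 0GyJ4 at -0.28, so the smaller fall was not seen there. A single probe does not decide between the explanations. Under normexp 0GyJ2 (-0.97) and 0GyJ5 (-0.94) no longer fell less than the other mice. No biological explanation was tested.

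Between 101109394 and 101270967 on chromosome 4, all 7 mice were above the reference over 1357 probes. The mean log2 ratio was 0.38 in the sire, 0.67 in the dam, 0.33 in 0GyJ1, 0.58 in 0GyJ2, 0.67 in 0GyJ3, 0.68 in 0GyJ4 and 0.33 in 0GyJ5. The threshold of 0.5 falls between these levels, and 48 de novo gains of F1 mice lay inside this stretch. No explanation of the levels was tested.

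The de novo losses of 0GyJ4 numbered 0 here. That is lower than the value quoted from the study above. The short calls of 0GyJ4 were gains of the mouse over the reference here, the opposite direction, while its X and Y probes had the direction of the dam. Steps of the study that were not analysed here, such as the first screening, would not turn a loss into a gain. The study also found some candidates of this mouse by quantitative PCR, which was not analysed here. Positions were not compared with those of the study. Whether the gains here lie at the loci the study called as deletions was therefore not tested. The count of 0 losses does not mean that those loci were missed. Which direction is right is unresolved.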
